A study of Mus musculus with 32 samples.

How the data were processed

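Lungs of 12 adult mice aged 8 to 18 weeks were sequenced after up to 3 library preparations, per the labels. RiboZero and PolyA libraries used 200 ng of input RNA and NoSelect libraries 15 ng, and all used 11 cycles of PCR, per the labels' protocols. The NoSelect material of an animal came from 6 preparations that were combined, per the labels. The authors deposited 1 table of estimated counts per gene, with a column for each of the 32 libraries, and its name refers to the quantifier salmon. The version, index, genome build and annotation were not stated in the labels or the file header, nor was the use of molecular identifiers to remove duplicates. Of the values, 12.81% were not whole. All 32 columns were matched to a library by name, and 0 columns were left unused.

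The table held 41687 rows, of which 37751 carried a gene identifier and 3936 a transcript identifier. Symbols were found for 37649 rows in a table of gene names. Gene types, chromosomes, lengths and transcript sequences were taken from GENCODE M21, which may differ from the annotation the authors used, and 328 of the transcript identifiers were found in it. In all, 11878 rows were at 0 in every library. Total counts per library ran from 11638590 to 115059730. Replicates within a group were compared by chi-square over genes, and the statistic per degree of freedom ran from 7.02 to 69.87 over 72 pairs, so that no pair differed by as little as sampling noise and each library counted as 1 replicate.

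Estimated counts were rounded to whole numbers. Differential abundance was tested in R 4.3.3 with edgeR 4.0.16, using TMM scaling, filterByExpr, glmQLFit and glmQLFTest with Benjamini-Hochberg adjustment. KO was compared with WT within each preparation, with genotype alone in the model. Preparations were compared over the libraries of both genotypes with genotype as a covariate, and a call also required an absolute log2 fold change of at least 1. Differences of the KO effect were tested as an interaction of genotype and preparation. Values per library are CPM on the TMM scale for KO comparisons and of the total count for preparation comparisons. Standard errors belong to the fitted log2 fold changes. A group with all libraries at or under 3 counts was treated as at the floor, and folds against it are lower bounds.

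Gene classes were defined by symbol as mitochondrially encoded, replication-dependent histone and ribosomal protein genes. They were tested as sets with fry and camera of limma 3.58.1 on log2 CPM with a prior count of 2, and the medians printed are those of the edgeR fold changes unless stated otherwise. Shares of counts were compared with two-sided permutation tests of the difference of means, exact where a group had fewer than 10 libraries and otherwise with 100000 resamples, in Python 3.11.15 with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3. The chance level of the correlation between preparations came from 48 regroupings of the mice, out of 72 balanced ones, applied alike to both preparations.

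The main fits, the clock list, the tissue marker lists and the rule for naming genes were fixed before the data were examined. The named genes are the target, the clock list and 5 genes from outside both. These 5 have the largest mean absolute log2 fold change among those called in all 3 preparations with the same sign and without overlap of WT and KO libraries. For preparation comparisons the named genes are the 3 highest and 3 lowest calls with an average log2 CPM of at least 5. Rows without a symbol were passed over by this rule. Counts over the clock list cover the whole list, although 1 of its genes is not reported by itself here.

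Libraries of one mouse in different preparations are paired, because the labels number the animals and the libraries of one mouse deviated together from their group means. Over 10069 rows the correlation of these deviations lay between 0.381 and 0.795, and each library correlated more with its own mouse in the other preparation than with any other mouse of its genotype, in 12 of 12, 8 of 8 and 8 of 8 cases. Equal numbers in WT and KO name different animals.

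The alternatives were DESeq2 1.42.0, median-of-ratios size factors, other filters on low counts, removal of mitochondrial and ribosomal RNA rows, thinning to the smallest library of 11638590 counts, replicate blocks, mice 3 to 6 alone, a fit of all 32 libraries, and leaving out libraries. Alternatives chosen after seeing the data were the removal of Lars2 and the Gm42418 transcript, rows with gene identifiers alone, fits without KO mouse 6, and fry with the mouse as a block. The fits were tested on simulated counts with 200 rows changed by a log2 of 2. They recovered 91.5% to 99% of those rows, with 1% to 9% false calls. With the mouse as a block, 88.5% to 93.5% of the interaction rows were recovered. The changed rows were drawn from abundant rows alone, and the simulated libraries of one mouse shared no effect of that mouse. These rates therefore do not speak on smaller changes, on rows with few counts or on what the block gains or costs in the real data. To judge counts against chance, the fits were repeated over other splits of the mice, and the number of splits was raised to 100 after first runs with fewer, or kept at all possible ones or 80 where fits were slow.

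The labels give the NoSelect library of KO 6 the tissue liver, although the extraction protocol of the same record and the series text speak of lung. It was kept in the main fits. Coordinates were used only for the order of genes in GENCODE M21, because the build of the counts was not stated. Time of day at collection was not analysed here.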

Results

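The data set held gene-level RNA sequencing counts from the lungs of 12 adult mice, 6 wild type (WT) and 6 Bmal1 knockouts (KO). Bmal1 is a transcription factor of the circadian clock, and its gene carries the symbol Arntl. RNA of each mouse was prepared by up to 3 methods. RiboZero libraries were made after pull-down of ribosomal RNA, and PolyA libraries after selection of polyadenylated RNA. NoSelect libraries were made without either step. RiboZero and PolyA libraries existed for all 12 mice (n = 6 per genotype). NoSelect libraries existed for the 8 mice numbered 3 to 6 in each genotype (n = 4 per genotype), which gave 32 libraries in 6 groups.

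Total counts ranged from 11638590 to 25801192 per RiboZero library and from 29924271 to 41548759 per PolyA library. NoSelect totals ranged from 74979759 to 115059730. A pair of rows of the table, Lars2 and a transcript that GENCODE M21 assigns to Gm42418, held 69.2% ± 1.35 (SD, n = 8) of the NoSelect counts. Outside these rows the NoSelect libraries held 22009219 to 37100630 counts. Intervals and detection floors given here cover counting error only, because reads amplified by PCR are not independent molecules. Rows with at least 10 counts numbered 16678 ± 411 (SD, n = 12) in RiboZero, 17294 ± 121 (SD, n = 12) in PolyA and 17130 ± 304 (SD, n = 8) in NoSelect libraries.

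The targeted gene, Arntl (ENSMUSG00000055116, chromosome 7 in GENCODE M21), was examined first in every library. In RiboZero it was present at 38.9 ± 3.61 normalised CPM (counts scaled to a common library total) in WT and 21.9 ± 1.66 in KO (SD, n = 6 each). In PolyA the values were 35.4 ± 2.63 in WT and 29.3 ± 2.18 in KO (SD, n = 6 each). In NoSelect they were 10.1 ± 0.302 in WT and 6.28 ± 0.355 in KO (SD, n = 4 each). WT and KO libraries did not overlap in RiboZero, where KO values reached 23.6 and WT values started at 34.1. They did not overlap in NoSelect either, with a KO maximum of 6.58 and a WT minimum of 9.70. In PolyA the groups overlapped, since KO values reached 32.4 and WT values started at 31.9. No library contradicted its genotype label in RiboZero or NoSelect. KO mouse 6, labelled female like the others, had male-typical counts of sex-linked genes in all 3 preparations and was kept.

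The log2 fold change of Arntl was -0.83 (SE 0.069) in RiboZero, with an adjusted p of 2.46e-05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In PolyA it was -0.27 (SE 0.061, adjusted p 0.0262), and in NoSelect -0.69 (SE 0.049, adjusted p 0.000451). Across the alternatives tried, the PolyA adjusted p ranged from 0.00219 in DESeq2 to 0.16 after thinning to the smallest total, and it was 0.0611 in the edgeR fit without KO mouse 6. The KO transcript level stood at 56.4% of WT in RiboZero, 82.8% in PolyA and 61.9% in NoSelect.

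**Figure D1:**
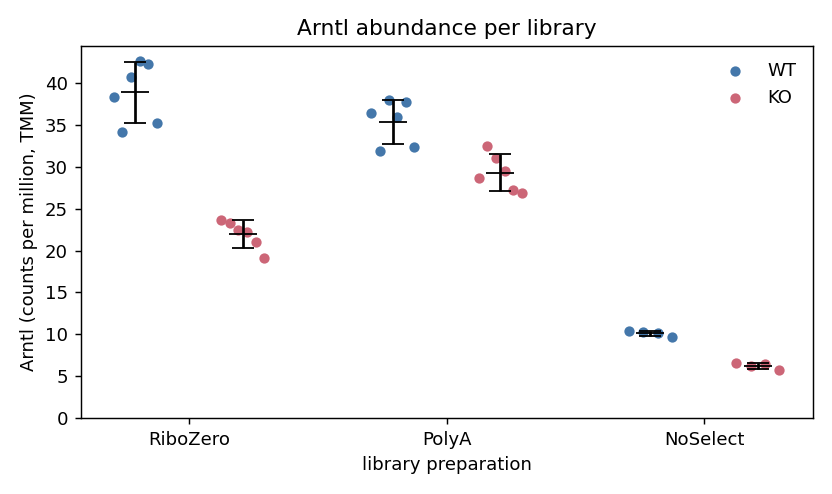
Normalised Arntl CPM in each library (vertical axis) by preparation and genotype (horizontal axis), with points for libraries and bars for the mean and SD. KO libraries lay below all WT libraries in RiboZero and NoSelect, whereas the groups overlapped in PolyA between 31.9 and 32.4 CPM.

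The first comparison asked which genes differed between KO and WT lung within each preparation. In RiboZero, 579 of 16710 tested rows had an adjusted p under 0.05 in edgeR's quasi-likelihood test, 307 higher and 272 lower in KO. In PolyA there were 694 of 17211 rows, 279 higher and 415 lower. In NoSelect there were 372 of 17124 rows, 204 higher and 168 lower. The median absolute log2 fold change of these rows was 0.50, 0.62 and 0.54, respectively. The RiboZero count ranged across the alternatives from 240, with mice 3 to 6 alone and libraries thinned to a common total, to 985 in DESeq2. The PolyA count ranged from 298, with mice 3 to 6 thinned without Lars2 and the Gm42418 transcript, to 1564 with all 32 libraries in one fit. More PolyA rows were higher than lower in that fit (961 against 603). The same held with mice 3 to 6, thinned or not (243 against 222 without thinning). Every other alternative kept more PolyA rows lower. The NoSelect count depended on single libraries, and it ranged from 148 without WT 5 to 472 without KO 6.

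Rows tested in all 3 preparations numbered 15793. Of these, 195 were called in all 3, 98 of them higher and 97 lower in KO, and every one had the same sign throughout. A further 241 were called in exactly 2 preparations and 511 in exactly 1. Among the 947 rows called at least once, 99.2% had the same sign in all 3 preparations. Because the preparations share mice, signs can agree without a KO effect, and no chance level of sign agreement was computed. WT and KO libraries did not overlap in any preparation for 139 of the rows called in all 3. Complete separation occurred for 3.03% of all tested rows in RiboZero, 3.18% in PolyA and 9.93% in NoSelect.

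By the rule set beforehand, the 5 genes with the largest mean change outside the target and the clock list were named. Tex11 was the most reduced of these 5. It fell from 1.23 ± 0.247 to 0.0583 ± 0.0723 CPM in RiboZero (SD, n = 6 each), a log2 change of -4.09 (SE 0.472) with an edgeR adjusted p of 0.000322. In NoSelect its KO libraries held at most 2 counts, and it was at least 8.1-fold lower there. Slc13a4 changed by -2.90, -2.57 and -3.31 on the log2 scale in RiboZero, PolyA and NoSelect, and Gkn3 by -2.95, -2.56 and -2.69. Crabp1 rose in KO from 0.341 ± 0.102 to 4.04 ± 1.15 CPM in RiboZero (SD, n = 6 each). Its log2 changes were 3.55, 3.83 and 3.23 in RiboZero, PolyA and NoSelect, and those of Snx31 were 3.16, 2.78 and 3.09. The highest edgeR adjusted p among these 5 genes was 0.00726, for Gkn3 in NoSelect.

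A list of 20 clock genes was fixed in advance to ask how the core clock and its output genes responded. Adjusted over the list alone, 11 genes passed in RiboZero, 14 in PolyA and 12 in NoSelect. Over all genes tested, 7, 8 and 8 passed. Of the list, 9 genes passed in all 3 preparations when adjusted over the list alone and 6 when adjusted over all genes. Npas2, Per2, Cry1, Nr1d1 and Nr1d2 were among the latter. The NoSelect list count moved most across alternatives, from 10 when WT 5, KO 4 or KO 5 was left out to 14 in DESeq2. The sign of the change was the same in all 3 preparations for 17 of the 20 genes.

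Nr1d1 showed the largest reduction on the list. It fell from 15.1 ± 7.42 to 0.516 ± 0.114 CPM in RiboZero (SD, n = 6 each), and its log2 changes were -4.86, -5.40 and -4.77 in RiboZero, PolyA and NoSelect. The corresponding edgeR adjusted p values were 3.33e-06, 7.93e-07 and 1.5e-05. Nr1d2 changed by -3.44, -3.52 and -3.02. Npas2 rose by 1.71, 1.80 and 1.62 on the log2 scale, Cry1 by 1.54, 1.52 and 1.38, and Per2 by 1.29, 1.19 and 1.43. The highest edgeR adjusted p among these genes was 0.00711, for Per2 in PolyA.

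Cry2, Tef, Bhlhe41 and Wee1 each passed over all genes in some preparations only. Cry2 passed in NoSelect (log2 0.44, edgeR adjusted p 0.0317) and not in RiboZero (0.43, 0.0646) or PolyA (0.32, 0.12). Its NoSelect call was lost in 6 of the fits that left out 1 library, and that of Tef (log2 0.38, edgeR adjusted p 0.0391) in 7 of them. Without WT 4 the adjusted p was 0.101 for Cry2 and 0.116 for Tef. Tef also passed in RiboZero (log2 0.35, edgeR adjusted p 0.0206). Bhlhe41 passed in PolyA alone, at a log2 change of -0.83 (edgeR adjusted p 0.00126), and Wee1 in PolyA alone at -0.76 (edgeR adjusted p 0.0457). These calls depended on the processing. The alternatives added a call of Cry2 in RiboZero in 6 cases and in PolyA in 2, of Tef in PolyA in 8, and of Bhlhe41 in RiboZero in 5 and in NoSelect in 1. They removed that of Tef in RiboZero in 3, of Bhlhe41 in PolyA in 2 and of Wee1 in PolyA in 5. The edgeR interaction tests described below called none of these 4 genes, with or without the mouse as a block. This does not show that their responses were equal between preparations. The remaining 10 genes of the list had adjusted p values of at least 0.05 over all genes in every preparation.

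**Figure D2:**
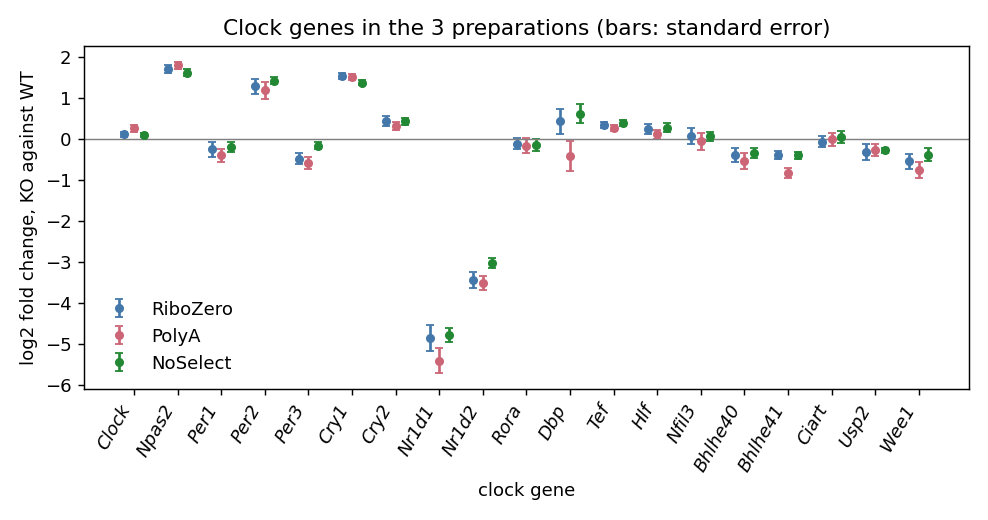
Log2 fold changes of KO against WT (vertical axis) for the clock genes reported here (horizontal axis), with a point for each preparation and bars for the standard error. Nr1d1 and Nr1d2 fell and Npas2, Per2 and Cry1 rose in all 3 preparations, and Dbp had a negative value in PolyA but positive ones elsewhere.

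The next comparison asked whether the KO effect itself depended on the preparation. An interaction of genotype and preparation in edgeR's quasi-likelihood model gave 0 rows with an adjusted p under 0.05 for each of the 3 pairs of preparations. The numbers of rows with an unadjusted p under 0.05 were 331 (1.82%) for PolyA against RiboZero, 412 (2.24%) for PolyA against NoSelect and 244 (1.39%) for RiboZero against NoSelect. These lie below the share that chance alone would give at this threshold. The fit ignored that libraries of one mouse are paired, so its counts of 0 do not show equal KO effects. With the mouse as a block the unadjusted numbers were 940 (5.18%), 1468 (7.99%) and 696 (3.98%). DESeq2 moved the numbers of rows with an adjusted p under 0.05 most, from 0 to 11, 13 and 9 rows. For Arntl the PolyA effect was less negative than the RiboZero effect by 0.57 on the log2 scale (SE 0.098, edgeR adjusted p 0.11). With the mouse as a block this difference was 0.57 (SE 0.053, edgeR adjusted p 0.000474), and Arntl was then the single row called for this pair. Across all alternatives its adjusted p ranged from 5.98e-05 in DESeq2 to 0.887 after thinning. The blocked fit also called 1 row for RiboZero against NoSelect, ENSMUST00000006570 (log2 -10.04, edgeR adjusted p 0.00304), which had 0 counts in 5 of the 20 libraries.

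Agreement of the KO effects was also measured as the correlation of log2 fold changes across genes, which are not independent replicates. Pearson's r was 0.84 between PolyA and RiboZero over 15942 rows, 0.796 between PolyA and NoSelect over 16155 rows, and 0.753 between RiboZero and NoSelect over 16455 rows. Spearman's rho was 0.722, 0.671 and 0.648. Because the preparations share mice, chance values lie above 0. Across 48 regroupings of the mice the median r was 0.598, 0.405 and 0.382, with maxima of 0.836, 0.731 and 0.732. The r of the full set exceeded that of every one of these regroupings. Without NoSelect KO 6 the pairs with NoSelect gave 0.689 and 0.667, below these maxima, and leaving out single mice gave values down to 0.806, 0.672 and 0.641. Over rows with at least 100 counts on average r was 0.923, 0.874 and 0.863. Among rows called in both members of a pair, 346, 231 and 252 rows, all had the same sign. In the regroupings at most 0, 1 and 1 rows were called in both, and no chance level of their signs was computed.

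**Figure D3:**
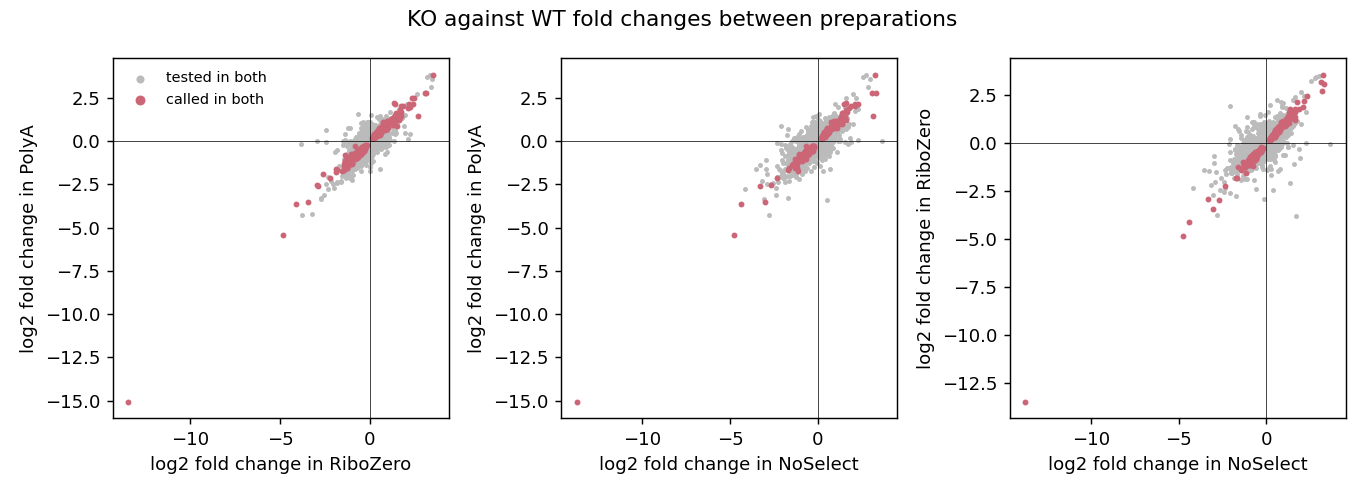
Log2 fold changes of KO against WT for every row tested in both of 2 preparations, with the preparations on the axes and rows called in both coloured. The isolated point with values of -13.47, -15.07 and -13.75 in RiboZero, PolyA and NoSelect is ENSMUST00000093344, which held 0 counts in every KO library, so that its fitted values depend on the model's prior count.

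The third comparison asked how the preparation changed measured gene abundance, with a call defined by an adjusted p under 0.05 and an absolute log2 fold change of at least 1. PolyA and NoSelect differed in 4619 of 18372 rows, 1843 higher and 2776 lower in PolyA. RiboZero and NoSelect differed in 752 of 17502 rows, 304 higher and 448 lower in RiboZero. Of the 304 higher rows, 206 were not matched in GENCODE M21. Rows with gene identifiers alone gave 99 higher and 367 lower. Rows with at least 10 counts in every library gave 66 higher and 235 lower. The other alternatives gave from 245 to 346 higher rows for this pair. PolyA and RiboZero differed in 4292 of 18164 rows, 1272 higher and 3020 lower in PolyA. The PolyA against NoSelect count moved most under the filter on low counts, to 2902 rows with at least 10 counts in every library. Without a filter it was 7039.

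Of the tested snRNA rows, 45 of 45 were lower in PolyA than in NoSelect and 38 of 38 lower than in RiboZero. Of the snoRNA rows, 96 of 97 were lower in PolyA than in NoSelect, with a median log2 change of -6.26 when the 67 rows at or under 3 counts in every PolyA library were set to their bound. RiboZero was also lower than NoSelect, in 40 of 43 snRNA rows (median -3.14) and 69 of 85 snoRNA rows (median -2.02). Among protein-coding rows, 20.3% were called between PolyA and NoSelect, 18.4% between PolyA and RiboZero and 1.5% between RiboZero and NoSelect.

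The lowest values among abundant rows in PolyA against NoSelect belonged to the snRNA genes Gm24265 and Gm24407 and the snoRNA gene Gm22988. These were at least 11300-fold, 11100-fold and 3530-fold lower in PolyA. The highest belonged to Rps12 and the pseudogenes Rpl28-ps1 and Gm8430, which were at least 3080-fold, 635-fold and 632-fold higher in PolyA. Rps12 held 474 ± 26.6 CPM in PolyA (SD, n = 12) and 0 counts in all RiboZero and NoSelect libraries. Against RiboZero, Rps12 was at least 2380-fold, Gm8430 at least 488-fold and Gm20388 at least 481-fold higher in PolyA. The values of these 4 genes are uncertain, since other genes of GENCODE M21 held 29.8% of the 31-base words of Rps12, 93.0% of those of Gm8430, 99.3% of those of Gm20388 and 100.0% of those of Rpl28-ps1.

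Rpph1, Rn7sk and Rn7s2 were the lowest in PolyA against RiboZero, at log2 changes of -15.30 (SE 0.155), -15.03 (SE 0.1) and -14.79 (SE 0.154). In RiboZero against NoSelect the lowest were Lars2 at -12.45 (SE 0.188), Gm25313 at -10.26 (SE 0.497) and the vault RNA gene Vaultrc5 at -5.02 (SE 0.26). Trf, Slc39a7 and Birc6 were the highest, at 1.76 (SE 0.213), 1.71 (SE 0.03) and 1.69 (SE 0.04). The highest edgeR adjusted p among these 9 genes was 1.02e-06, for Trf. Lars2 held 11.1% ± 0.436 of NoSelect counts (SD, n = 8), and 0.00711% ± 0.00165 of RiboZero counts (SD, n = 12). Its NoSelect value is uncertain as a measure of that gene.

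Classes of genes were compared as sets with limma's fry, a rotation test, in a family of 9 tests with Benjamini-Hochberg adjustment. Replication-dependent histone genes were lower in PolyA, with a median log2 change of -6.62 against NoSelect (47 of 52 rows lower) and -6.37 against RiboZero (51 of 55 rows lower). The highest values were 1.63 and 0.46. With rows at or under 3 counts set to their bound, the medians were -5.36 and -5.08. The fry adjusted p was 2.96e-21 in both comparisons. Between RiboZero and NoSelect the histone set did not pass (fry adjusted p 0.95), with 27 rows higher and 31 lower and values from -1.70 to 1.87, so that this test does not speak on single rows. Ribosomal protein genes were higher in PolyA, with medians of 1.14 against NoSelect (80 of 84 rows higher) and 0.81 against RiboZero (81 of 83 rows higher). In RiboZero against NoSelect their median was 0.29, with 77 of 82 rows higher. Their largest fry adjusted p was 1.73e-08. Gene length was not matched for the ribosomal protein genes. Across protein-coding genes Spearman's rho with length was -0.682 for PolyA against NoSelect and -0.626 for PolyA against RiboZero. A length effect is therefore not excluded as a source of their higher values in PolyA.

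The mitochondrially encoded genes did not move as one. Against NoSelect, 10 of 15 rows were higher in PolyA, at a median of 0.32, while values ranged from -7.91 to 1.07 and the set test was directed downward (fry adjusted p 2.68e-09). In RiboZero against NoSelect 12 of 15 rows were lower (median -1.05, fry adjusted p 3.38e-15), and in PolyA against RiboZero 12 of 15 were higher (median 1.07, fry adjusted p 2.95e-09). Limma's camera with its preset correlation kept these calls except the mitochondrial set in PolyA against NoSelect (adjusted p 0.537). With an estimated correlation, camera gave no adjusted p under 0.05, and the lowest was 0.088. These directions held under TMM and under median-of-ratios scaling.

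Shares of counts were compared between preparations and genotypes with permutation tests, in families of 18 each. Lars2 and the Gm42418 transcript held 0.106% ± 0.0201 of PolyA and 0.0585% ± 0.023 of RiboZero counts (SD, n = 12 each), against 69.2% in NoSelect. Both differences from NoSelect had an exact two-sided permutation p of 1.59e-05 (adjusted 3.27e-05). Mitochondrial genes held 3.38% ± 0.304 in PolyA, 3.4% ± 0.245 in RiboZero (SD, n = 12 each) and 3.35% ± 0.177 in NoSelect (SD, n = 8), and neither difference from NoSelect passed (exact permutation p 0.772 and 0.601, adjusted 0.817 and 0.676). This comparison depended on the denominator. As shares of counts outside the 2 rows named above, mitochondrial genes held 10.9% ± 0.85 in NoSelect (SD, n = 8). They were lower by 7.5 percentage points in PolyA, a difference of -7.5 with an adjusted exact permutation p of 2.57e-05. The total joined parts that went opposite ways. Of all counts, mitochondrial ribosomal RNA held 2.88% ± 0.164 in NoSelect (SD, n = 8) and 0.0587% ± 0.00768 in PolyA (SD, n = 12). Mitochondrial protein-coding genes held 0.47% ± 0.034 and 3.32% ± 0.30, respectively. In RiboZero the shares were 2.22% and 1.18%. The lower total in PolyA therefore does not describe the mitochondrial protein-coding genes. These parts were not tested by themselves.

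Histone genes held 0.0174% ± 0.00235 in PolyA, 0.0545% ± 0.00955 in RiboZero (SD, n = 12 each) and 0.0145% ± 0.00178 in NoSelect (SD, n = 8). The difference between PolyA and NoSelect (exact permutation p 0.00762, adjusted 0.0106) reversed to -0.0296 when shares were taken outside the 2 rows. Histone genes then held 0.01739% in PolyA and 0.04695% in NoSelect, a smaller fall of the class total than the median over rows. RiboZero held 0.04 percentage points more than NoSelect (exact permutation p 1.59e-05, adjusted 3.27e-05), and 0.00759 more outside the 2 rows (adjusted exact permutation p 0.0542). Ribosomal protein genes held 2.68% ± 0.115 in PolyA and 1.21% ± 0.0772 in RiboZero (SD, n = 12 each), and 0.277% ± 0.0207 in NoSelect (SD, n = 8), with an exact permutation p of 1.59e-05 (adjusted 3.27e-05) against NoSelect in both cases. Outside the 2 rows they held 0.897% ± 0.032 in NoSelect (SD, n = 8), and the differences fell to 1.78 and 0.316 percentage points (adjusted exact permutation p 2.57e-05 in both cases). The 10 most abundant rows of a library held 10.0% ± 1.0 in PolyA, 20.4% ± 0.979 in RiboZero (SD, n = 12 each) and 76.1% ± 1.35 in NoSelect (SD, n = 8). No share passed the adjustment between KO and WT in any preparation. The lowest adjusted p of these 18 exact permutation tests was 0.429, and the lowest unadjusted p was 0.0571. With 4 against 4 libraries the smallest possible exact permutation p is 0.0286, so that single NoSelect shares could hardly pass.

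**Figure D4:**
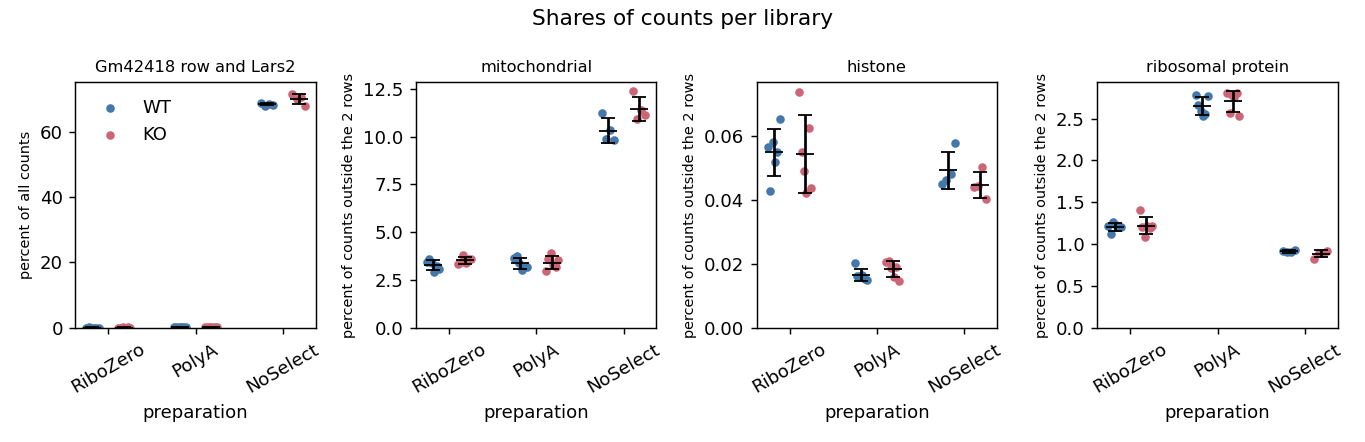
Shares of counts per library (vertical axes, in percent) by preparation and genotype (horizontal axes), with points for libraries and bars for the mean and SD. Lars2 and the Gm42418 transcript held 69.2% of NoSelect counts, and outside these rows mitochondrial genes held 10.9% in NoSelect.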

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

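The tests on the sex genes, the liver label, the scaling of the Arntl interaction, the depth of libraries apart from the mean rank, the clock genes of single mice and the splits of KO against WT were chosen after the results had been seen. The other tests of this part were set out before.

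KO mouse 6 stood apart from the other KO mice in sex-linked genes. Its Xist level was 0.139 CPM in NoSelect, 0.0722 in PolyA and 0.0992 in RiboZero, where the lowest other KO library held 465, 413 and 1060. Ddx3y reached 25.8, 62.0 and 109.0 CPM in the NoSelect, PolyA and RiboZero libraries of this mouse and was at 0 in all other libraries. A mix of male and female RNA was argued against by Xist, which was at most 0.0258% of the median of the other libraries. A swap of single libraries was argued against by the deviations from the group mean, which correlated between the libraries of this mouse at 0.598 or more. All 4 Y-linked genes examined were above 3 counts in its 3 libraries and at or under 3 counts in the other 29. A wrong sex label of the mouse is therefore a candidate explanation, and it stays a hypothesis.

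The NoSelect library of this mouse carries a liver label. The sum of 10 liver genes was tried first and lay above the range of the other 7 NoSelect libraries, at 187 against 121 to 168 CPM. Hp made up 98.9% of that sum, and lung libraries also express it. The deciding test used the 8 liver genes with under 100 counts in each of the other libraries. Of these, 0 lay above the range of the others, and the highest count in the labelled library was 16. The other gene left out by this limit, Cyp2e1, stood at 1.67 CPM (192 counts) against 0.591 to 1.61 (up to 139 counts). A sum of 10 lung genes was 8605 CPM, against 6011 to 7900 in the others. Scgb1a1 and Sftpc gave 4478 and 1895 CPM of that sum. Of the lung genes, Rtkn2 alone lay below the range of the others, at 68.1 against 80.5 to 90.7 CPM. These values argue against liver RNA in the library.

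Values far from the rest of their group were sought in 33 measures and 198 group values apart from the sex genes, and 19 were found where chance gives 9.9. The PolyA library of KO 6 had the highest total, 41548759. The histone share of PolyA WT 1 was 0.0202%, and the share of the 10 most abundant rows was 8.59% in PolyA KO 1 and 11.6% in PolyA WT 2. Crabp1 stood at 0.155 CPM in NoSelect WT 5. Low depth of the libraries was tested as a common source, and the one-sided permutation p for the mean depth rank was 0.672 over the 18 values other than the total. Low depth was argued against for the 5 of these values that came from the deepest library of their group, the PolyA libraries of WT 1 and KO 6 and the NoSelect library of WT 3. It was also argued against for 9 clock gene values of WT 1 and WT 2 in other libraries. All 9 recurred, as the highest or lowest WT value in the same direction, in the other of PolyA and RiboZero from the same mouse (exact one-sided permutation p 0.0333 over 720 pairings, 1 test, n = 6). This p also counts recurrences that the selection had fixed. Nr1d1 of WT 2 was outlying in both preparations, and Nfil3 of RiboZero WT 1 recurred in a PolyA value that was itself outlying. At least 1 of the libraries of each of these mice was among the 3 deepest of its group. Low depth was argued against for Per3 in KO mouse 4, which was highest among KO in all 3 libraries of this mouse, each in the deeper part of its group. For the remaining 3 values low depth and other sources cannot be told apart. The share of the 10 most abundant rows was also lowest among KO in RiboZero KO 1, the deepest library there, but 1 recurrence has a chance of 0.167. Crabp1 of WT 5 was highest in RiboZero and not in PolyA, and the share of PolyA WT 2 did not recur in RiboZero. No biological explanation was tested.

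Most of the outlying values belonged to clock genes of WT mice 1 and 2. WT 2 had Npas2 at 14.4, Nr1d1 at 29.7 and Nr1d2 at 59.7 CPM in RiboZero, and Nr1d1 at 66.6, Bhlhe41 at 11.4 and Dbp at 10.2 in PolyA. WT 1 had Per2 at 30.7, Wee1 at 5.43 and Nfil3 at 11.4 in RiboZero, and Per1 at 212 and Nfil3 at 16.9 in PolyA. Other values were Bhlhe41 at 2.77 in NoSelect WT 3, Per3 at 29.9 in RiboZero KO 4 and Rora at 62.7 in PolyA KO 6. Noise of single library preparations was argued against by the deviations of the WT mice over the 20 clock genes. These correlated between PolyA and RiboZero of one mouse at a mean of 0.793 (exact one-sided permutation p 0.00278 over 720 pairings, 1 test, n = 6). A difference between the mice themselves, such as the time of collection, remains open as a hypothesis, since time of day was not analysed here.

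The KO effect on Arntl differed between PolyA and RiboZero by 0.57 on the log2 scale in the fit with the mouse as a block. Scaling between preparations would move all rows alike. It was argued against by the 5796 other rows with a standard error no larger than that of Arntl in the fit without the block. Of these 0 had an interaction as high, and Arntl lay 0.23 above the highest, 0.34. KO mouse 6, with its male-typical counts, was argued against as the source by the value without it, 0.549. Of the 80 splits of the mice drawn, 5 gave as many rows as the real split in the blocked fit, the real one included. A count of 1 row is therefore not beyond chance. The splits counted rows of any gene, so they do not decide on the difference of Arntl itself. A smaller KO effect in polyadenylated Arntl RNA stays a hypothesis, and single exons were not analysed here.

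For RiboZero against NoSelect the blocked fit singled out ENSMUST00000006570 at -10.04 on the log2 scale. Of the 35 splits of the mice, 13 gave as many rows, the real one included. For PolyA against NoSelect 35 of the 35 splits gave as many rows as the real split, which had 0. Rows with an unadjusted p under 0.05 numbered 1468 (7.99%) in the blocked fit and 412 (2.24%) without the block. A real count of 0 is reached by every split and decides nothing for PolyA against NoSelect, and for RiboZero against NoSelect the count is not beyond chance. No biological explanation was tested.

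The numbers of rows that differed between KO and WT were beyond those of other groupings. In RiboZero 1 of the 100 splits drawn, the real one, gave as many rows, and in PolyA 1 of the 100. In NoSelect it was 1 of the 35 possible splits. For the preparation comparisons, 1 of the 100 splits gave as many rows in PolyA against NoSelect, in RiboZero against NoSelect and in PolyA against RiboZero, again the real one.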

How the results depend on the processing

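The alternatives of this part were chosen before the data were examined, except those named here as chosen after seeing the data. Each result was counted once under each of its alternatives. For results that answer a comparison, 213 such values kept their direction and side of the threshold or their size, 37 moved, 4 reversed, 3 became weaker and 1 stronger. Among single named genes 1010 kept their call, 33 became weaker and 26 stronger. The cause of a change was not tested unless stated.

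For KO against WT, DESeq2 gave more rows, with 985 in RiboZero, 1355 in PolyA and 874 in NoSelect. They included 569, 692 and 370 of the rows called in edgeR. All 32 libraries in one fit gave 891 rows in RiboZero and 1564 in PolyA, with 961 higher and 603 lower in PolyA where the separate fit had 279 and 415. Mice 3 to 6 alone gave 255 rows in RiboZero, and with thinning 240 in RiboZero and 321 in PolyA. Thinning alone gave 143 in NoSelect. With mice 3 to 6, thinned after leaving out Lars2 and the Gm42418 transcript, a setting chosen after seeing the data, there were 257 rows in RiboZero and 298 in PolyA. These settings use fewer libraries or counts by construction. Leaving out single NoSelect libraries gave from 148 to 472 rows. It was 157 without WT 4, 166 without KO 4, 148 without WT 5, 158 without KO 5 and 210 without WT 6, and the 472 rows without KO 6 shared 300 with the full fit.

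A replicate block by number gave 372 rows in RiboZero and 103 in NoSelect, of which 316 and 93 were shared with the unblocked fit. The numbers were not taken as pairs of WT and KO mice, because not every correlation of equal numbers was over 0.1. The deviations of WT and KO of one number correlated at -0.007 to 0.067 in NoSelect, -0.065 to 0.297 in PolyA and 0.025 to 0.186 in RiboZero. They were over 0.1 for the numbers 1, 2 and 3 in PolyA and 1 and 2 in RiboZero, so that a batch or collection time shared by these numbers is not excluded. The lost calls do not speak of a smaller effect.

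For the preparation comparisons the filter on low counts mattered by construction, since it changes the rows tested. Without a filter PolyA against NoSelect gave 7039 rows and PolyA against RiboZero 6552. With at least 10 counts in every library the numbers were 2902, 2560, and 301 for RiboZero against NoSelect. Rows with gene identifiers alone, a setting chosen after seeing the data, gave 466 for RiboZero against NoSelect. Pairing by mouse as a block gave 4529, 802 and 4333 rows for PolyA against NoSelect, RiboZero against NoSelect and PolyA against RiboZero, and kept 4334, 727 and 4264 of the unblocked calls. For the gene classes a fry test with this block, chosen after seeing the data, kept each call and direction, and histone rows again did not pass in RiboZero against NoSelect (adjusted p 0.617 in limma's fry). The correlations between preparations were not refitted with a block.

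For the difference of KO effects, DESeq2 gave 11, 13 and 9 rows for PolyA against RiboZero, PolyA against NoSelect and RiboZero against NoSelect. The mouse block gave 1, 0 and 1, and without KO replicate 6, chosen after seeing the data, 2, 3 and 1. Mice 3 to 6 alone gave 1 row for RiboZero against NoSelect. For PolyA against NoSelect the fits that each left out 1 NoSelect library gave from 0 to 2 rows, with 1 without WT 3 and 2 without WT 6, and those for RiboZero against NoSelect gave 0. The unadjusted counts under 0.05 were 331, 412 and 244 in the full fits and 940, 1468 and 696 with the block. Arntl was past the threshold for PolyA against RiboZero in DESeq2 and in both blocked fits, and for PolyA against NoSelect in DESeq2 alone (adjusted p 0.0227, range over its alternatives 0.0227 to 1).

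Without NoSelect KO 6 the correlation of KO effects was 0.689 for PolyA and 0.667 for RiboZero with NoSelect. The correlation between PolyA and RiboZero was 0.923 over rows with at least 100 counts and 0.801 with mice 3 to 6. A correlation was taken to have moved when it changed by more than its jackknife standard error, 0.0325 for this pair, a yardstick chosen after seeing the data. The share of mitochondrial genes in PolyA against NoSelect reversed to -0.015 in the paired test (adjusted p 0.875 in an exact permutation test). As shares outside Lars2 and the Gm42418 transcript, a setting chosen after seeing the data, it reversed to -7.5, that of RiboZero against NoSelect to -7.48, and the histone share of PolyA against NoSelect to -0.0296. The change of denominator is the cause by construction. The histone share of PolyA against NoSelect was 0.00185 in the paired test (exact permutation adjusted p 0.121), and that of RiboZero against NoSelect was 0.00759 outside these rows (exact permutation adjusted p 0.0542). The number of rows with at least 10 counts differed by 219 between PolyA and NoSelect without NoSelect KO 6 (exact permutation adjusted p 0.0402), against 163 with it (0.137). Between KO and WT, without NoSelect KO 6 the lowest adjusted p of the shares was 0.0857 in exact permutation tests. Camera did not call the mitochondrial set in PolyA against NoSelect, at a median of 0.316 on the log scale of limma (adjusted p 0.537).

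The lower number of KO calls in NoSelect may follow from fewer mice and counts. At equal mice and equal depth outside Lars2 and the Gm42418 transcript, RiboZero gave 257, PolyA 298 and NoSelect 268 rows, a ratio of 0.96 between the lower of the first 2 and NoSelect. This test was chosen after the counts had been seen. It matched totals and not their composition. Outside the 2 rows, mitochondrial genes held 10.9% of NoSelect counts, against 3.39% in PolyA and 3.4% in RiboZero.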

Other observations

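The tests of this part were chosen after the results had been seen, except those on shared sequence in rows at 0 in a whole preparation and on histone rows.

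Rows called in KO against WT in at least 2 preparations were dense around Arntl. Among the 100 tested rows on each side of Arntl on chromosome 7, in the order of GENCODE M21, 18 were called, where the median of other windows was 6 and the highest 14. Chance clustering was argued against, since 0% of 10911 other windows held as many. These windows were shifted by single rows and overlap, so they are not independent and their number overstates the evidence. A strain variant that lowers the counts of KO alleles was argued against by direction, since 14 of the 18 were higher in KO. That is 77.8%, against 47.3% of the 410 calls elsewhere (Fisher's exact p 0.0146, two-sided, 1 test). A segment of another strain carried with the targeted allele and an effect of Bmal1 loss both remain open as hypotheses for these neighbours.

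A related pattern concerned the ribosomal protein gene Rps13, which lies among those 18 calls. The row ENSMUST00000093344 was the 1 row at or under 3 counts in every library of one genotype and at 10 or more in each library of the other. It had 0 counts in all KO libraries and 788 to 1901 in RiboZero, 2013 to 5502 in PolyA and 1022 to 2134 in NoSelect WT libraries, at least 446-fold, 1454-fold and 585-fold lower in KO. Its sequence was not used here. The pseudogene Rps13-ps1 on chromosome 8 did the opposite, with 897 to 2493, 5655 to 7279 and 1535 to 2720 counts in KO and 0 to 4 in WT libraries other than those of WT 3. In WT 3 Rps13-ps1 held 54.9%, 57.4% and 55.7% of the counts of the 2 rows in RiboZero, PolyA and NoSelect.

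A change in the total was argued against by the sum of this row, Rps13 and its pseudogenes. In RiboZero the sum was 81.7 ± 2.17 CPM in WT and 81.4 ± 9.65 in KO (SD, n = 6 each, exact permutation p 0.918, adjusted 0.918). In PolyA it was 219 ± 15.4 and 233 ± 14.6 (SD, n = 6 each, exact permutation p 0.145, adjusted 0.217), and in NoSelect 24.4 ± 0.966 and 21.9 ± 1.62 (SD, n = 4 each, exact permutation p 0.0571, adjusted 0.171), two-sided in a family of 3 with Benjamini-Hochberg adjustment. The lowest KO sum was 89.6% of WT. Reads moving between near-identical rows are a candidate explanation, as Rps13 holds 87.2% of the 31-base words of Rps13-ps1.

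A sequence variant in a segment of chromosome 7 linked to the targeted allele may underlie the switch, with WT 3 carrying one copy of it. Over the 17 other calls near Arntl, the median position of WT 3 between the WT mean at 0 and the KO mean at 1 was 0.14, above that of each of the other WT mice. Over the 10 calls on the Rps13 side it was 0.47, against -0.37 to -0.03 in the other WT mice, and over the 7 on the other side -0.05. With 6 WT mice, any 1 of them is the highest by chance in 1 of 6 cases. Arntl itself was not shifted toward KO in WT 3, with 40.7, 37.9 and 10.4 CPM in RiboZero, PolyA and NoSelect. This remains a hypothesis.

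As a pattern, 2 rows hold most NoSelect counts, Lars2 and the Gm42418 transcript. Of 11963 other protein-coding and lincRNA rows 0% fell as far in both RiboZero and PolyA. The 2 rows were picked for this pattern and no ribosomal RNA sequence was compared, so reads of ribosomal RNA assigned to the 2 rows and other sources cannot be told apart.

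Some rows were at 0 in all libraries of one preparation and at 100 or more counts in every library of another, 88 in all and 68 outside small RNA types. Reads shared with a near-identical copy are a candidate explanation, since 83.3% of 24 such rows tested had most of their 31-base words in another gene, against 3.67% of 600 others (Fisher's exact p 1.96e-22, two-sided, 1 test).

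Histone rows were lower in PolyA than in NoSelect at a median log2 of -6.62, or -5.36 with rows at the floor at their bound. GC content and gene length were argued against as the source, since the lowest median of 10000 sets of rows matched for both was 0.65. Across protein-coding genes, which are not independent replicates, Spearman's rho of the PolyA against NoSelect change was 0.285 with GC content and -0.682 with length. That histone RNA is missed by poly(A) selection remains a hypothesis in these data.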
